A study of Mus musculus with 10 samples. Its data were reported in "A mild increase in nutrient signaling to mTORC1 in mice leads to parenchymal damage, myeloid inflammation and shortened lifespan" (2024).

How the data were processed

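The study compared whole kidneys of old mice that carried an S74N change in one allele of Rragc with kidneys of wild-type mice. Rragc encodes RagC, a small GTPase that passes the signal of nutrient sufficiency to the kinase complex mTORC1, and the S74N form is an active form. The labels put 5 samples in the Rragc S74N/+ group and 5 samples in the Rragc +/+ group, each from a mouse aged 1.5 years. They gave no replicate numbers, so replicates were numbered 1 to 5 within each group by order of deposit, and no number pairs a sample of one group with a sample of the other. Per the labels, 300 ng of total RNA entered each library, and RNA quality scores lay between 6.2 and 7 and averaged 6.7. Libraries were made with an oligo-dT primed kit that sequences the 3′ end of each mRNA, so a read count does not depend on the length of the transcript and carries no information on most coding changes.

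The authors checked the reads with FastQC, aligned them to the mouse genome build GRCm39 with TopHat2, Bowtie and SAMtools, and counted reads per gene on the sense strand with HTSeq on a GENCODE annotation. The deposited table holds signal values of the form of normalized counts, which the authors made by dividing the read counts of each sample by a size factor of that sample. It has 1 row per gene symbol and 13299 genes, and the lowest mean of any gene over the 10 samples was 4.37, so genes with few reads had been left out of it by a rule that was not stated. A gene that does not appear in it was not analysed here. Every column of per-sample values was assigned to a sample by its exact title.

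Because the values are not raw counts, genes were tested on the log scale. A gene entered when its normalized count was at least 5 in at least 5 samples, which kept 13236 genes and removed 63. Log2 of the normalized count plus a pseudocount of 1 was fitted with limma 3.58.1 in R 4.3.3, with genotype as the only term and with an eBayes variance trend, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes, two-sided, at a threshold of 0.05. Fold changes are on this log2 scale, which understates the change of genes with low values. The same contrast and threshold follow the methods of the study, which used a count model. In 8 of the 10 columns the values were turned back into whole reads, and 100% of their values came out whole. The step of the columns of Rragc +/+ replicate 5 and Rragc S74N/+ replicate 3 was too close to 1 for the test applied. For that reason alone these 2 samples entered no count model. Their low values still lay at even steps, such as 0.994909, 1.98982 and 2.98473 in Rragc +/+ replicate 5. In Rragc S74N/+ replicate 3 such values were 0.999777, 1.99955 and 2.99933. Whole reads may thus be recoverable there too. edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run as alternatives on the other 8 samples, 4 per group, and limma was run on the same 8 samples for comparison. Fits on fewer samples kept the 13236 genes, a choice made after a first run had been seen. PC2 and PC3 were also added to the planned PC1 after the data were seen.

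Gene lists were scored in 2 ways. Preranked enrichment used fgsea 1.28.0 on the moderated statistic of limma with 10000 gene permutations, adjusted over 16 lists. A sample score, the mean over the genes of a list of the deviation from the mean of each gene, was compared between genotypes by an exact two-sided permutation test over the 252 allocations of the 10 samples, for which the smallest possible p is 0.00794. Principal components were computed on the 500 most variable genes. The 16 signatures were taken from the lists that the study supplied, among them lists of genes raised or lowered in kidneys of young Rragc S74N/+ mice. Another 18 lists of cell type and organelle markers were written for this work and are used only in the closing section.

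The text names Rragc, tested genes of 3 panels that the study measured by quantitative PCR (senescence, myelo-attractant and TFEB panels), and the 5 largest rises and 5 largest falls in fold change among genes past the threshold whose groups did not overlap. Results on some members of these panels are not reported here. Sex-linked genes, and members of marker lists that were not chosen in these ways, are named only in the closing section. This rule, the groups, the tests and most alternatives were fixed before the data were examined. The gene lists were also written then, but after parts of the supplementary tables of the study had been read, including the top rows of its list of changed genes in old kidney, so the choice of marker lists was not blind to those. The study chose the myelo-attractant panel on these samples, and a result on that panel is not independent evidence.

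The alternatives were pseudocounts of 0.5 and 5, no filter on low values, a minimum mean of 50 normalized counts, scaling to equal library totals or equal 75th percentiles, a block for the number in the sample titles (under or over 200), eBayes with robust estimation or without the trend, the count models, an adjusted p under 0.01, a fold change of at least 1.5, camera with a preset correlation of 0.01 or an estimated one, fry, a set threshold of 0.25, and leaving out each sample in turn. Limma on the 8 samples of the count models was added after the data were seen. The steps were tested on a single draw of simulated data made from the means and library sizes of these samples. In it 200 genes of 13199, drawn from those with a mean of at least 50, were changed 2-fold. The rates below hold for that setting, since they depend on how many genes change. limma recovered 83.5% of the 200 changed genes on 10 samples, and unchanged genes made up 3.91% of its calls. edgeR recovered 76.0% on 8 samples with 6.13% unchanged genes among its calls, and DESeq2 recovered 87.0% with 20%. A simulated list of 40 shifted genes was recovered with an fgsea p of 0.000191, and a list of 40 unchanged genes gave a p of 0.54.

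Recovered depth ran from 4488493 to 5797251 reads per sample in the 8 columns. Depth in reads was not stated for the other columns, whose normalized counts summed to 5087152 and 4719456. No molecular identifiers were used, so precision from counting alone covers only part of the error, and the spread between mice is given throughout. GC content of the last 500 bases and transcript length came from GENCODE vM21 on the build GRCm38, matched by symbol for 13003 of the 13236 genes. That build is not the one the authors used, so it served for these properties and for which genes lie near each other, and its coordinates are not given.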

Results

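To ask how gene expression in the aged kidney differs when nutrient signaling through RagC is mildly raised, 3′ mRNA sequencing of whole kidney was compared between 5 Rragc S74N/+ and 5 Rragc +/+ mice aged 1.5 years. The deposited normalized counts covered 13299 genes, of which 13236 passed the filter on low values. In the 8 samples whose reads were recovered, depth ran from 4488493 to 5797251 reads. The sum of normalized counts per sample was 4949787 ± 211312 (SD, n = 5) in Rragc +/+ and 4684284 ± 149436 (SD, n = 5) in Rragc S74N/+ kidneys, a difference that did not pass an exact permutation test (p = 0.056). Transcripts encoded by the mitochondrial genome took 37.3% ± 0.916 (SD, n = 5) of the normalized counts in Rragc +/+ and 35.7% ± 1.40 (SD, n = 5) in Rragc S74N/+ kidneys (exact permutation p = 0.056). Most of this share was mitochondrial ribosomal RNA, 23.6% ± 1.40 in Rragc +/+ and 24.7% ± 1.73 in Rragc S74N/+ kidneys (SD, n = 5 per group, exact permutation p = 0.31). The total thus does not show how mitochondrial messenger RNA changed, and the closing section scores those genes on their own. Among the recovered reads, each pair of samples differed by more than sampling noise, with a chi-square per degree of freedom of at least 4.17. None of these 8 libraries thus appeared to be a copy of another. Pairs with Rragc +/+ replicate 5 or Rragc S74N/+ replicate 3 were not tested in this way.

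The knocked-in gene was examined first. Rragc had 146.5 ± 42.7 normalized counts (SD, n = 5) in Rragc +/+ and 123.7 ± 26.4 (SD, n = 5) in Rragc S74N/+ kidneys. The log2 fold change of -0.22 ± 0.20 (SE) did not pass the threshold (limma, adjusted p = 0.51), and an exact permutation test of the normalized counts gave p = 0.33. Counts at the 3′ end of the transcript do not show which allele they came from, so these values do not check the genotype of a sample.

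Principal components were used to ask whether the samples part by genotype. PC1 held 39.3% and PC2 19.7% of the variance of the 500 most variable genes. On PC1 the mean score was 13.03 ± 16.8 (SD, n = 5) in Rragc S74N/+ and -13.03 ± 9.71 (SD, n = 5) in Rragc +/+ samples (exact permutation p = 0.024), and on PC2 it was -8.05 ± 12.4 (SD, n = 5) against 8.05 ± 9.23 (SD, n = 5) (exact permutation p = 0.048). After adjustment over the 3 components tested, both values were 0.071. The groups overlapped on PC1, where Rragc +/+ replicate 3 scored 1.98, above Rragc S74N/+ replicate 3 at 1.31 and Rragc S74N/+ replicate 4 at -0.46. Without Rragc +/+ replicate 2 the PC1 difference fell from 26.1 to 22.1 and did not pass the exact permutation test (p = 0.071).

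**Figure D1:**
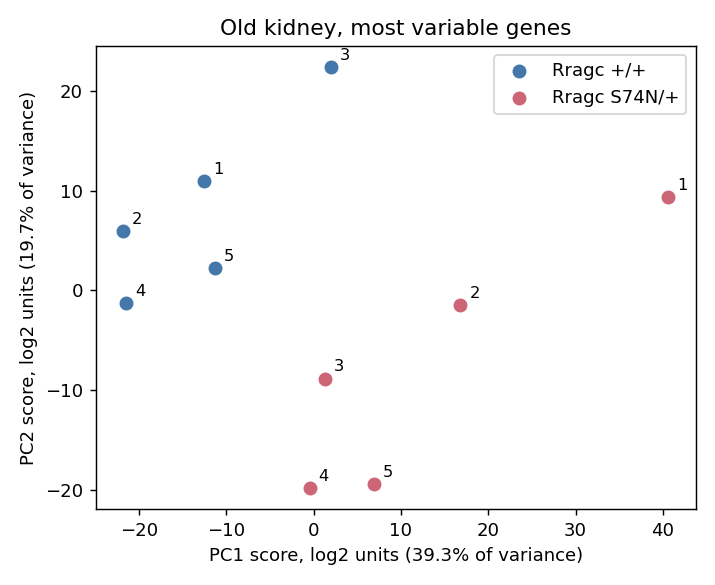
Scores of the 10 samples on PC1 and PC2 (log2 units) of the 500 most variable genes, with 1 point per sample, colored by genotype and numbered by replicate. Rragc S74N/+ replicate 1 lies farthest to the right, at 40.6 on PC1, and Rragc +/+ replicate 3 lies highest, at 22.4 on PC2.

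Differential expression asked which genes changed with the genotype. At an adjusted p under 0.05 (limma), 798 of 13236 genes differed, 457 higher and 341 lower in Rragc S74N/+ kidneys. The median log2 fold change was 0.76 among the genes that were higher and -0.83 among those that were lower. The groups did not overlap for 638 of the 798 genes. Over all tested genes, 1080 (8.16%) had groups that did not overlap, against 0.794% given by chance for 5 against 5 samples. The number of calls depended on the test. DESeq2 on the reads of 8 samples called 1402 genes, 762 higher and 640 lower, and limma without the variance trend called 391. Leaving out a single library moved the count by more than 1.5 times in 4 of 10 fits, to 311 without Rragc +/+ replicate 2, 368 without Rragc +/+ replicate 1, 371 without Rragc S74N/+ replicate 5 and 383 without Rragc +/+ replicate 4. Scaling to equal library totals gave 943 genes, of which 76.1% were higher, against 57.3% with the scaling of the authors. With the number in the sample titles as a block, 860 genes differed, 762 of them among the 798. The labels name no batch, and the genotypes were not compared within each of the 2 ranges of title numbers.

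Among genes whose groups did not overlap, the 5 largest rises were in Ighg1, Ighg2c, Ighg2b, Havcr1 and Pappa2. Ighg1 had 6.64 ± 4.02 normalized counts (SD, n = 5) in Rragc +/+ and 277 ± 411 (SD, n = 5) in Rragc S74N/+ kidneys. Ighg2c rose from 54.0 ± 33.6 to 671.6 ± 514 normalized counts and Ighg2b from 61.9 ± 33.6 to 525 ± 337 (SD, n = 5 per group). Their log2 fold changes were 3.87 ± 0.86, 3.47 ± 0.59 and 2.97 ± 0.41 (SE), with limma adjusted p of 0.017, 0.00412 and 0.000767. These immunoglobulin heavy chain genes belong to a family of similar sequences, and the share of reads assigned to each member is uncertain. The call of Ighg1 was lost under robust eBayes (limma adjusted p = 0.085), without the variance trend (0.066) and without Rragc +/+ replicate 1 (0.056). Havcr1, which encodes a tubule injury protein, rose from 4.24 ± 3.79 to 33.6 ± 22.8 normalized counts (SD, n = 5 per group), a log2 fold change of 2.89 ± 0.62 (SE, limma adjusted p = 0.014), and without Rragc S74N/+ replicate 5 it no longer passed (adjusted p = 0.051). Pappa2 rose from 4.25 ± 4.99 to 28.1 ± 10.96 normalized counts (SD, n = 5 per group), by 2.76 ± 0.50 on the log2 scale (SE, limma adjusted p = 0.00576).

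The 5 largest falls were in Pvalb, Slc34a3, F5, Ugt2b34 and Nepn, and each was lower in 5 of 5 Rragc S74N/+ samples than in any Rragc +/+ sample. Pvalb fell from 113 ± 24.6 to 4.82 ± 6.60 normalized counts and Slc34a3 from 78.2 ± 24.3 to 2.53 ± 1.40 (SD, n = 5 per group). Their log2 fold changes were -4.93 ± 0.55 and -4.53 ± 0.34 (SE, limma adjusted p = 9.4e-05 and 1.61e-06). F5 fell from 131 ± 48.2 to 7.43 ± 4.0 and Nepn from 63.3 ± 13.3 to 5.27 ± 3.36 normalized counts (SD, n = 5 per group), with log2 fold changes of -4.06 ± 0.34 and -3.67 ± 0.49 (SE). The limma adjusted p was 4.61e-06 for F5 and 0.000590 for Nepn. Ugt2b34 was at or under 3 reads in the 4 Rragc S74N/+ libraries with recovered reads and had 0.9998 normalized counts in replicate 3, against 46.05 ± 8.94 normalized counts (SD, n = 5) in Rragc +/+ kidneys, and was at least 15.7-fold lower (limma adjusted p = 6.9e-06). It belongs to a family of similar genes, so its reads are subject to the same uncertainty.

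The panels that the study measured by quantitative PCR were then examined. Of the 11 genes of the senescence panel, 3 were tested, and the members not analysed here included Cdkn2a, Il1a, Il6, Ccl2, Cxcl1, Cxcl2 and Mmp3. The number past the threshold over all genes was 0, and 1 had an unadjusted p under 0.05. Cdkn1a had a log2 fold change of -0.20 ± 0.18 (SE) and Il1b of 0.21 ± 0.44 (SE), with limma adjusted p of 0.49 and 0.81. Timp1 rose by 1.27 ± 0.47 (SE, adjusted p = 0.11), from 8.57 ± 4.87 to 21.9 ± 11.1 normalized counts (SD, n = 5 per group), and it alone passed when adjusted over the list alone (limma adjusted p = 0.047). All 7 genes of the myelo-attractant panel were higher and passed the threshold, over all genes and adjusted over the list alone, but the study chose this list on these samples, so neither count is independent evidence. Col1a1 rose from 180 ± 23.2 to 418 ± 99.7 and Ccr2 from 35.8 ± 11.4 to 108 ± 28.1 normalized counts (SD, n = 5 per group), with log2 fold changes of 1.19 ± 0.15 and 1.58 ± 0.24 (SE, limma adjusted p = 0.000470 and 0.00148). Vcam1 rose from 79.04 ± 15.6 to 186 ± 83.7 normalized counts (SD, n = 5 per group, limma adjusted p = 0.020). Cd36, Ltbp2, Birc3 and Ifngr1 rose by 0.88, 1.72, 1.40 and 0.51 on the log2 scale, with limma adjusted p from 0.00329 to 0.042. The calls of Ifngr1 and Birc3 depended on single libraries and were lost in 8 and 7 of the 10 fits that left out 1 sample, and those of Vcam1 and Ltbp2 were each lost in 3. eBayes without the variance trend lost Vcam1 (limma adjusted p = 0.067) and Ifngr1 (0.088), and Ifngr1 was also lost with edgeR (0.058).

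The TFEB panel holds genes tied to the transcription factor TFEB, which mTORC1 inhibits. The 5 of its genes reported here were lower in Rragc S74N/+ kidneys, and Tnfaip3 was not analysed here. Neu1 fell from 1151 ± 137 to 794 ± 158, Tpp1 from 533 ± 145 to 258 ± 107 and Ppargc1a from 304 ± 27.5 to 214 ± 42.9 normalized counts (SD, n = 5 per group), with log2 fold changes of -0.55 ± 0.15, -1.17 ± 0.31 and -0.52 ± 0.15 (SE) and limma adjusted p of 0.035, 0.039 and 0.047. Fnip1 (-0.39 ± 0.13, SE) passed in limma when adjusted over the list alone (adjusted p = 0.012) but not over all genes (0.079), and passed over all genes with DESeq2 on 8 samples (-0.46, adjusted p = 0.047). Tfeb (-0.41 ± 0.22, SE) did not pass (limma adjusted p = 0.26). The 3 calls were close to the threshold. eBayes without the variance trend lost all 3 (limma adjusted p = 0.101 for Ppargc1a, 0.1003 for Neu1 and 0.11 for Tpp1). Scaling to equal library totals lost those of Ppargc1a (adjusted p = 0.077) and Neu1 (adjusted p = 0.056), robust eBayes (adjusted p = 0.12) and DESeq2 (0.065) lost that of Tpp1, and each of the 3 was lost in at least 6 of the 10 fits that left out 1 sample. Over the 3 panels, 10 genes passed the threshold, and without Rragc +/+ replicate 4 only 3 did.

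**Figure D2:**
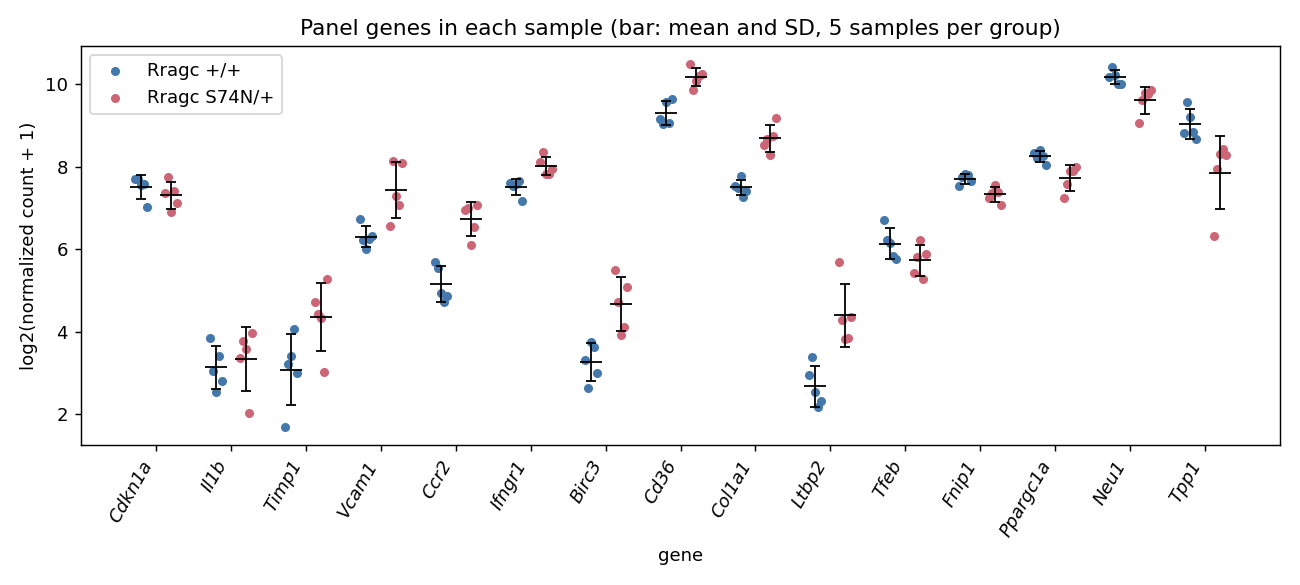
Log2 of the normalized count plus 1 for genes of the senescence, myelo-attractant and TFEB panels, with 1 point per sample and a bar for the mean and SD of the 5 samples of each genotype. The 7 myelo-attractant genes, from Vcam1 to Ltbp2, had higher means in Rragc S74N/+ kidneys, and the 5 genes from Tfeb to Tpp1 had lower means.

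To ask which programs changed, 16 gene signatures were tested. By preranked enrichment, 15 passed the threshold (fgsea, adjusted p under 0.05). This test permutes genes and takes no account of the correlation between them, and 10 of 100 splits of the 10 samples, the real one included, gave at least as many signatures, with 16 in 2 of them. The other 9 of these splits exchanged a single mouse of each genotype and so kept most of the contrast, and of the 78 splits that exchanged more, 0 gave as many (at most 14). The count of 15 therefore does not separate the real split from those closest to it. In the exact permutation test of sample scores, which permutes samples, 14 of the 16 signatures passed (adjusted p under 0.05). Genes lowered in young Rragc S74N/+ kidney gave the strongest score difference, -0.82 on the log2 scale, from 0.41 ± 0.068 (SD, n = 5) in Rragc +/+ to -0.41 ± 0.096 (SD, n = 5) in Rragc S74N/+ kidneys (exact permutation adjusted p = 0.013). Of its tested genes, 140 were called lower and 0 higher. The list raised in young Rragc S74N/+ kidney differed by 0.29 with the same adjusted p, with 39 of 321 genes called higher and 0 lower.

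Interferon alpha and gamma responses were higher by 0.28 and 0.27 in score and the inflammatory response by 0.24 (exact permutation adjusted p = 0.013, 0.020 and 0.020). The 3 age-related lists that the study names NIA (inflammatory signaling, interleukin signaling, and chemokines with integrins) were higher by 0.41, 0.49 and 0.55, each with an exact permutation adjusted p of 0.013. The senescence-associated secretory list of De Cecco was higher by 0.37 (exact permutation adjusted p = 0.045). The list of Lasry passed by fgsea but not in the exact permutation test of scores (0.30, adjusted p = 0.11). Lysosome genes were lower by 0.14 in score (-0.14, exact permutation adjusted p = 0.013). The 4 lists of TFEB targets were lower too, by -0.28 for the short list, -0.10 for the CLEAR network list, -0.11 for the knockout list and -0.051 for the broad list, with exact permutation adjusted p of 0.013, 0.013, 0.013 and 0.020. The broad list changed sign when the samples were scaled to equal library totals, which moved the median of all genes by 0.08. Target genes of mTORC1 signaling did not differ by either test, with a normalized enrichment score of -1.04 (fgsea adjusted p = 0.35) and a score difference of -0.028 (exact permutation adjusted p = 0.43). With a preset correlation camera kept 14 signatures, with an estimated correlation it kept 11, and fry kept 15.

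**Figure D3:**
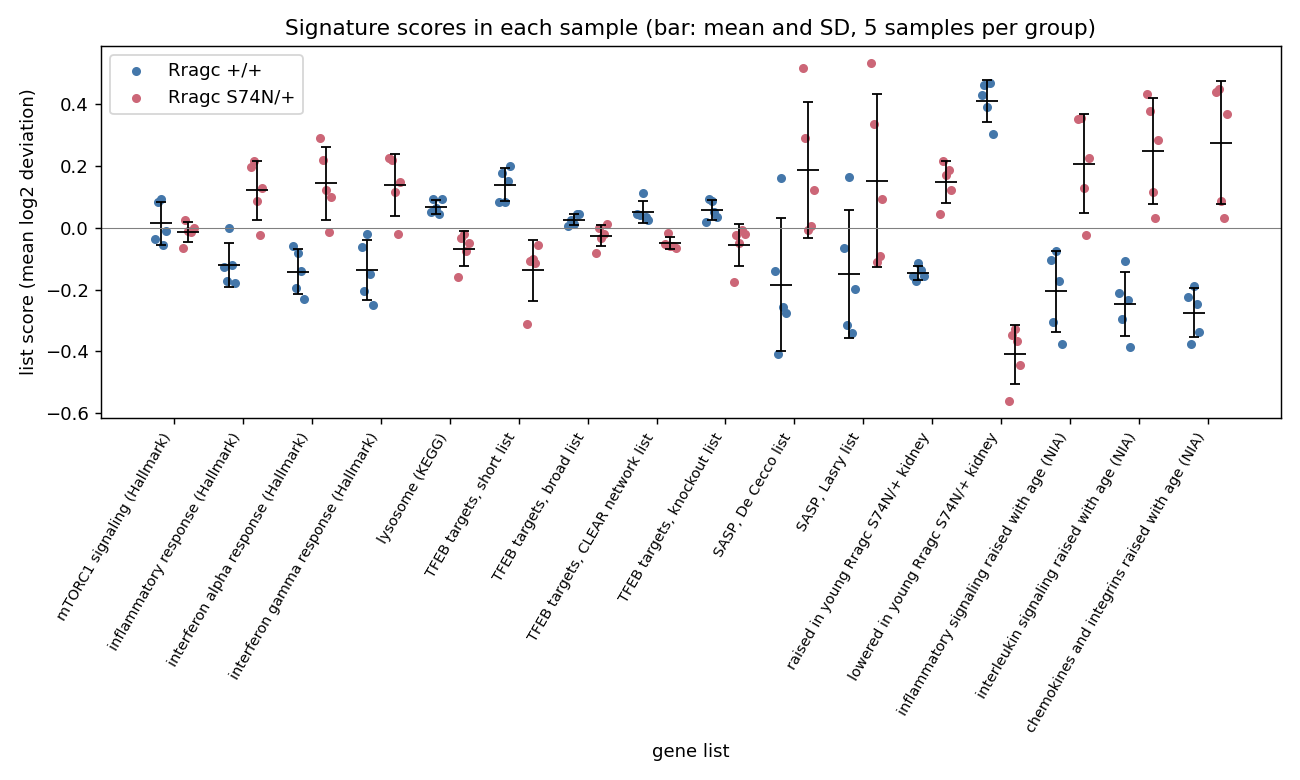
Score of each of the 16 signatures (mean log2 deviation over the genes of a list) with 1 point per sample and a bar for the mean and SD of the 5 samples of each genotype. The list lowered in young Rragc S74N/+ kidney separates the genotypes by 0.82 in size (-0.82), while the scores for mTORC1 signaling overlap.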

Values the study reported

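The study reported 1,368 differentially expressed genes in old Rragc S74N/+ against Rragc +/+ kidneys, 792 of them upregulated and 576 downregulated.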

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

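Over 64 results and both genotypes, 128 groups of 5 samples were searched for a sample far from the others, and 14 were found where chance gives 6.4. The results overlap, so the excess is no test in itself. The tests in this part were chosen after the values were seen.

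Rragc S74N/+ replicate 1 accounted for 4 of them. It had 50.4 normalized counts of Ltbp2, against 12.997 to 19.4 in the other Rragc S74N/+ samples. It scored -0.31 on the short list of TFEB targets and -0.17 on the knockout list, below the other samples of its group, and -0.58 on the nuclear respiratory chain list, where the others lay between -0.18 and -0.09. Its depth of 4930328 reads lay within the range of the other samples, which argues against depth. After the trend of each sample on GC content and transcript length was removed, its gap to the nearest sample was at most 0.52 of the range of the group on the 2 TFEB lists, so such a trend may account for the distance on those lists. On the nuclear respiratory chain list the gap was still 0.73 of the range. A more affected kidney in this mouse stays open and was not tested.

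Rragc S74N/+ replicate 4 had a weaker change than the rest of its group in 3 results. Pvalb had 16.3 normalized counts, against 0 to 3.88. Its T cell score was 0.21, against 0.79 to 0.98, and its distal convoluted tubule score was -0.27, against -1.38 to -1.07. A mislabelled sample would score with the Rragc +/+ samples on genes lowered in young Rragc S74N/+ kidney, but it scored -0.37, below all Rragc +/+ samples, which lay between 0.30 and 0.47. A milder change in this mouse stays open, as untested.

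Rragc +/+ replicate 3 had the lowest sum of normalized counts of its group, 4576639, against 5001061 to 5087152, and the lowest mitochondrial share, 35.8% against 37.4% to 38.04%. Without the mitochondrially encoded genes its sum was 2940317, still below the 3109564 to 3155564 of the others, so fewer mitochondrial transcripts do not account for the whole of it. It also scored highest of its group on the CLEAR network list, 0.11 against 0.02 to 0.04, and Rragc S74N/+ replicate 2 scored highest of its own, -0.016 against -0.066 to -0.055.

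In Rragc +/+ replicate 5, Cdkn1a had 128 normalized counts, against 185.3 to 208 in the others. In Rragc +/+ replicate 4, Pappa2 had 13.1 against 1.04 to 2.88 normalized counts, and F5 had 214.8 against 93.1 to 126.9. No explanation of these 3 values was tested.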

How the results depend on the processing

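The labels carry no replicate numbers. No paired analysis was possible because the replicates were numbered by order of deposit.

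The number of genes past the threshold moved most. DESeq2 on 8 samples called 1402 genes, 762 higher and 640 lower, of which 741 were among the 798. edgeR on these samples called 851 (622 shared) and limma 834 (621 shared, chosen after the data were seen). The gain of DESeq2 was thus not due to the samples. In simulated data with 200 changed genes 20% of its calls were unchanged genes, a share that depends on the number of changed genes. eBayes without the trend called 391 genes, 241 higher and 150 lower, and an adjusted p under 0.01 called 187, 99 higher and 88 lower. Scaling to equal library totals gave 718 higher and 225 lower genes and moved the median log2 fold change of all genes by 0.08, from -0.01 to 0.06. No gene called by both changed sign under any of these scalings or models. Across the 10 fits that each left out 1 sample, the count ran from 311 to 902, with 186 to 503 higher and 125 to 424 lower genes. Panel genes past the threshold ran from 3 to 10 in those fits and were 5 without the variance trend. Fewer samples lower the power of the test, but the fits differed among themselves, and the cause was not tested. The PC1 difference ran from 22.1 to 30.1 and failed the exact permutation test only without Rragc +/+ replicate 2.

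For signatures, normalized enrichment scores are given for fgsea and mean log2 fold changes for the other tests. The broad TFEB list reversed to 0.83 and mTORC1 signaling to 1.04 at equal library totals, which follows from the shift of all genes, since it exceeds the score differences of these lists (-0.051 and -0.028). The broad list lost its call at -1.15 with edgeR, -1.17 with DESeq2, -1.17 with limma on 8 samples, -1.11 with fgsea on the log2 fold change and -0.051 with camera under either correlation. The short TFEB list lost its call at -1.43 with fgsea on the log2 fold change and at -1.52 with limma on 8 samples, and ran from -1.84 to -1.51 across the fits that left out 1 sample, losing it without Rragc +/+ replicate 4. The knockout list lost its call at -0.11 with camera under an estimated correlation. The De Cecco list lost it at 1.35 with a minimum mean of 50, and at 0.37 with camera under an estimated correlation. The Lasry list lost it at 1.50 and 0.30 in the same settings, and at 0.30 in the exact permutation test of scores. mTORC1 signaling ran from -1.19 to 0.92 across the fits that left out 1 sample, reversed without Rragc +/+ replicate 2 and without Rragc S74N/+ replicate 1, without passing the threshold in any. Apart from the shift, the cause of these changes was not tested. The other 10 signatures kept their direction and their side of the threshold in all alternatives.

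Of the marker lists, endothelial reversed to 0.048 at equal library totals, by the same shift, and to 0.096 with medians, and ran from -0.072 to 0.0097 across the fits that left out 1 sample. Collecting duct principal cells ran from -0.0039 to 0.30. Neither passed the threshold in any setting. Among single genes and marker lists, 78 other values were weaker and 9 stronger, without a change of direction. Rragc stayed below the threshold in every alternative.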

Other observations

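The tests of chance splits, depth, linked DNA, scaling, and of GC content and length for 3 of the patterns below were set out before their results were seen. The others were chosen after.

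The number of genes past the threshold here was 798, with 457 higher and 341 lower. These are lower than the values quoted from the study above. DESeq2 on the reads of 8 samples called 1402 genes, 762 higher and 640 lower. That type of model was also the test of the study, and with it the totals are close. edgeR on the same reads called 851. In simulated data 20% of the calls of DESeq2 were unchanged genes, but only 200 of 13199 genes were changed there. That share depends on the number of changed genes, so it gives no error rate for the 1402 calls. In limma, 1 of 100 splits of the 10 samples, the real one, gave as many as 798 genes. The next largest count was 1 gene, and 98 splits gave 0. For panel genes 1 of 100 splits, the real one, was as large, but 7 of the 10 genes belong to the myelo-attractant panel, whose selection fixes this outcome, so that count says nothing on chance. For the senescence and TFEB panels alone, a test chosen after the result, the real split gave 3 genes and the others gave 0. Because 98 splits called 0 genes in all and the next largest count was 1, no other split could reach 3. This comparison thus repeats the gene count and is no separate evidence for the panels. For signatures by fgsea, 10 of 100 splits gave at least the 15 of the real split, the median of the other splits was 7 and their largest count was 16. Of the 21 splits that exchanged a single mouse of each genotype, 9 gave as many, and of the 78 that exchanged more, 0 did, with at most 14 signatures.

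Technical explanations of the gene count were tested. Thinning 8 samples to 4488165 reads each left 826 genes called by edgeR against 851 before, 779 of them shared, which argues against unequal depth. DNA carried along with the knock-in allele would place calls near Rragc. Of the called genes with a known place, 2.56% lay within 20 Mb of Rragc, where 20 of 386 tested genes were called, a share of 5.18% against 6.03% elsewhere (Fisher's exact test, two-sided p = 0.59), so linked DNA does not account for most of the calls. After the trend of each sample on GC content and length was removed, 624 genes were called against 780 before among the same tested genes, and 518 were called in both. That trend is thus not the source of most calls, but part of them depended on it. Differences at single genes elsewhere in the genome between the groups were not tested. The lowered list of young kidney fell by -0.74 in score at equal library totals (exact permutation p = 0.00794, the smallest this design can give). That scaling moved the median of all genes by 0.08, so it could not have removed a difference of -0.82. A shift of this size is too small to be the source of the fall, and the test at equal totals is no separate evidence.

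Of 18 marker lists, 12 differed between genotypes in the exact permutation test of scores, adjusted over the 18. No gene stood in more than 1 list. In the macrophage and fibroblast lists 1 gene each was also a panel gene. Ighg2b and Ighg2c (plasma cells), Havcr1 (injured tubule) and Pvalb (distal convoluted tubule) were already reported among the largest changes. The scores of these lists partly repeat those results. In the plasma cell list only Ighg2b and Ighg2c passed the threshold, while Jchain, Igkc, Ighm and Igha rose by less. In the injured tubule list Havcr1 and Lcn2 passed, Krt19 and Sox9 rose without passing, and Spp1 and Clu did not rise (-0.04 and -0.30). Scores rose for neutrophils (0.91, adjusted p = 0.018, on 3 of 13 genes), monocytes with macrophages (0.55, 0.018), B cells (1.33, 0.029, on 3 of 10), plasma cells (1.61, 0.036, on 6 of 10), T cells (1.55, 0.018, on 7 of 12), injured tubule (1.10, 0.018) and podocytes (0.27, 0.018). They fell for the distal convoluted tubule (-2.12, 0.018), thick ascending limb (-0.81, 0.029), mitochondrially encoded respiratory chain (-0.46, 0.018), nuclear respiratory chain (-0.44, 0.018) and cytosolic ribosomal proteins (-0.19, 0.036). Fibroblasts (0.58, 0.061), intercalated cells (-0.40, 0.055), dendritic cells (0.28, 0.24), proximal tubule (-0.14, 0.24), collecting duct principal cells (0.11, 0.67) and endothelium (-0.031, 0.67) did not pass. Of the neutrophil genes, S100a9 rose by 1.46 and passed the threshold (limma adjusted p = 0.040). S100a8 (1.14, 0.074) and Cxcr2 (0.14, 0.89) did not pass. All had low values, so this score is weak evidence for a rise in neutrophils. Without single samples the call was lost in 3 of 10 fits for B cells, 7 for plasma cells and 8 for ribosomal proteins, and at a minimum mean of 50 it was lost for injured tubule (0.60) and thick ascending limb (-0.57). Medians also lost injured tubule (adjusted p = 0.077), and equal library totals lost ribosomal proteins (0.36). Fibroblasts passed at a pseudocount of 5 (exact permutation adjusted p = 0.041), at a minimum mean of 50 (0.040), with medians (0.026), and without Rragc +/+ replicate 3 or without Rragc S74N/+ replicate 4 (0.039 in each). Intercalated cells passed at a pseudocount of 5 (0.041), without Rragc +/+ replicate 5 (0.039) and without Rragc S74N/+ replicate 3 (0.036).

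The largest change in any list was the fall of the distal convoluted tubule list, in which 5 of 5 genes passed the threshold. Slc12a3, an abundant transcript that encodes the salt transporter of this segment, fell from 4056 ± 353 to 1078 ± 247 normalized counts (SD, n = 5 per group), by -1.94 ± 0.14 on the log2 scale (SE, limma adjusted p = 1.61e-06). The log2 fold changes of Klhl3, Trpm6 and Calb1 were -1.47, -1.54 and -0.74. Dilution by infiltrating cells would lower all resident lists alike, but the fall exceeded the change in the endothelial list by -2.09 (exact permutation p = 0.00794). Removing the trend on GC content and length left it at -2.16. A loss of whole cells of this segment could not be settled. Pvalb changed by -3.51 relative to the other members, but it was near the floor in Rragc S74N/+ kidneys, and cells outside the segment may add to the others. Loss of cells and lower transcription in them cannot be told apart in bulk tissue, and both stay open.

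In the thick ascending limb list, Umod fell from 5806 ± 777 to 2119 ± 857 normalized counts and Egf from 3201 ± 590 to 1560 ± 357, while Slc12a1 was at 3130 ± 503.02 and 3318 ± 1084 (SD, n = 5 per group). Relative to the other genes of the list Slc12a1 rose by 1.03 (exact permutation p = 0.00794), which argues against a loss of whole cells of that segment as the sole cause. Lower expression of part of the program of these cells is a hypothesis that was not tested further.

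The mean of the B, plasma and T cell lists rose by 1.50, and that of the monocyte and macrophage list (macrophage list below) by 0.55. The excess of 0.94 passed an exact permutation test (p = 0.00794). It was at least 0.84 without any single library and 0.95 after the trend on GC content and length was removed, which argues against a single dense infiltrate and against that trend. The size of the excess depended in part on genes with low values and on the mix of genes in the macrophage list. Of its 12 tested genes 9 rose, Ly6c2 by 1.59 and Cx3cr1 by 1.22 on the log2 scale. Ms4a7, C1qc and Cd68 fell (-0.77, -0.48 and -0.34), none past the threshold. The neutrophil list was left out of the comparison. At a pseudocount of 5 the B and T cell lists rose by 0.89 and 1.02, the macrophage list by 0.53, and the excess was 0.63 (exact permutation p = 0.0159). At a minimum mean of 50 the B and T cell lists had no gene left, the macrophage list rose by 0.92 and the plasma cell list by 1.61, and the excess of the latter, 0.69, did not pass the test (exact permutation p = 0.19). Igha and Igkc, the most abundant of the plasma cell list, did not pass the threshold (limma adjusted p = 0.38 and 0.10). Lymphoid tissue taken along with the kidney was not tested and stays open beside infiltration.

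Of the 86 genes of the nuclear respiratory chain list, 6 rose. Without Rragc S74N/+ replicate 1 the difference was -0.35 (exact permutation p = 0.00794), after the trend on GC content and length was removed the difference was -0.32, and it exceeded the change in the proximal tubule list by -0.30 (exact permutation p = 0.024). A single library, that trend and a lower share of proximal tubule cells are thus unlikely as the whole source, and a lower respiratory chain program is a hypothesis. The distal convoluted tubule and thick ascending limb lists also fell, and a lower share of those cells was not tested as a source. For cytosolic ribosomal proteins the same trend took the difference to -0.063 (exact permutation p = 0.23), so a bias by GC content and length may account for that fall.

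Ddx3y, Eif2s3y, Kdm5d and Uty, which lie on the Y chromosome, had reads in all 10 samples and did not differ between genotypes (limma adjusted p from 0.31 to 0.91).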
